A study of Mus musculus with 11 samples.

How the data were processed

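Nuclear RNA from the brains of mice labelled as homozygous for a human transferrin receptor (TfR) knock-in was measured by droplet single-nucleus RNA sequencing in 11 libraries of 4 dosing groups. Per the labels the brain region was posterior, whereas the deposited metadata give the tissue as cortex. The metadata also give the strain as C57BL/6J and name no knock-in. Both conflicts were left unresolved, and what is said of TfR binding rests on the labels. The labels give the control dose as 57 mg/kg, which was used, while the series description can be read as 60 mg/kg for it too. No label or file header names the aligner, genome build or annotation, so these are not given in the sources used here. The deposited matrix, per the file headers a sparse table of whole numbers, holds UMI counts for 25938 gene symbols and 110304 nuclei with no normalization. Its column sums were checked against the deposited total count of each nucleus and were equal in 110304 nuclei. Genes carry symbols only, without identifiers or positions. The deposited metadata further give the percent of a nucleus' UMIs on mitochondrial genes, a cell class prediction score as a fraction from 0 to 1, and a class name. They also give a cluster number, a doublet call and a batch number for each nucleus. The nuclei had been filtered by the authors before deposition in a way that is not stated: the lowest nucleus total was 499 UMIs, the highest gene number 5000 and the highest mitochondrial share 2.39%.

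Groups followed the sample titles and treatment labels. ATV:BACE1, a TfR-binding molecule without an antisense oligonucleotide (ASO), served as the control (n = 3). The other groups were nonTV:Malat1 (n = 3, titled RSV-ASO), OTV:Malat1 (n = 3) and Malat1 ASO (n = 2). Replicate 4 of the Malat1 ASO group was not analysed here. The replicate numbers in the titles go with sex and age: replicate 1 was female at 2.33 months, replicate 4 male at 2.57 months and replicate 5 male at 2.33 months. The deposited batch numbers 1, 3 and 4 coincide with replicates 1, 4 and 5, so batch, replicate number, sex and age cannot be separated. Library sex was checked by Xist and Uty and matched the label in the 11 libraries. Pairing was checked from the batch column and from correlations of log2 CPM, centred within groups, over 5561 genes. Libraries with the same number had r from 0.390 to 0.851 over 15 pairs (median 0.736). Libraries with different numbers had r from -0.845 to 0.288 over 30 pairs (median -0.392). Centring within groups ties these values to those of the same number. For example, ATV:BACE1 replicate 1 had r 0.390 with Malat1 ASO replicate 1 and -0.390 with its replicate 5. The negative values are thus no separate evidence of pairing. The test chosen before the data were examined had no block, and a replicate block was the alternative named then, so blocked values are given beside the unblocked ones. Choices, alternatives, gene lists and the rule for named genes were fixed before the data were examined except where stated.

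UMI counts were summed per gene over the nuclei of a library, for all nuclei together and for each deposited class. Classes needed at least 20 nuclei in a library, and a contrast needed 2 such libraries in each of its groups. Perivascular macrophages reached this in 1 library and were not tested. Summed counts were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalization and filterByExpr by group. Each fit held all 4 groups, and p-values were adjusted by Benjamini and Hochberg over the genes of that fit at a threshold of 0.05. In all nuclei 21409 genes were tested. For Malat1, the gene targeted by the oligonucleotides, p-values were also adjusted over the list alone, which held 5 tests in all nuclei and 42 tests over the classes. Exact two-sided permutation tests of library values were run alongside, and 3 libraries against 3 cannot give a p below 0.1. Differences between classes were tested with limma 3.58.1 on log2 CPM of Malat1 (prior count 2) after centring each library on its mean over 8 classes. Nuclei per class were tested with edgeR using the nuclei of a library as its size.

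For shares of nuclei low in Malat1, each nucleus with at least 1000 UMIs was thinned to 1000 without replacement, and shallower nuclei were left out. Over all classes these were 15.0% of ATV:BACE1, 13.8% of nonTV:Malat1, 14.1% of OTV:Malat1 and 13.7% of Malat1 ASO nuclei. A nucleus was low when its thinned Malat1 count was at or under the 5th percentile of ATV:BACE1 nuclei of its class, taken as the mean of the library percentiles. Called doublets, 10.4% of nuclei, were kept, and leaving them out was an alternative added after the metadata had been seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps and the plots.

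The alternatives named before the data were examined were DESeq2 1.42.0 (Wald test, own size factors), total counts without TMM, Malat1 left out of the library sizes and factors, no filter on low counts, a replicate block and sex as a term. Others were a fit of only the 2 groups compared, nuclei under 1000 UMIs left out, a minimum of 50 nuclei, and each library left out in turn. All nuclei were also compared by the mean of each nucleus' own Malat1 share, with limma over the libraries. The comparison between classes was repeated with a prior count of 0.5, total counts, a block, and nuclei under 1000 UMIs left out. The low-Malat1 share was repeated at 500 UMIs, at the 10th percentile and without thinning. Nuclei per class were also tested with limma on logit shares and with TMM factors over classes. Added after seeing the data were the authors' clusters in place of their class names, DESeq2 with a replicate block, and the exclusion of called doublets. For the fixed gene lists, total counts, no filter, sex as a term, only the 2 groups and nuclei under 1000 UMIs left out were added then too. Named genes were to be Malat1 everywhere and, in all nuclei, up to 5 other called genes per contrast with the largest change and non-overlapping libraries. Over the classes, the rule took up to 5 other genes called in at least 2 classes in the same direction. Members of the fixed lists were to be named when called. Xist, Tsix, Uty, Ddx3y, Eif2s3y and Kdm5d were excepted because sex is unevenly spread. Every other gene named in the text was chosen after its values were seen.

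The tests were tried on simulated data for OTV:Malat1 against ATV:BACE1, with 200 genes changed and batch shifts of SD 0.25 on the log2 scale. In all nuclei the fit without a block recovered 96% of 4-fold and 30% of 2-fold changes. In nonTV:Malat1 against ATV:BACE1, where no gene was changed, 0.633% of genes had an unadjusted p under 0.05. With a block the figures were 97%, 81% and 4.63%, so without a block the test was conservative under such shifts. In oligodendrocytes 2-fold changes were recovered in 32.0% without and 73.2% with a block, and in vascular endothelium in 17.4% and 45.9%.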

Results

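Single nuclei from the brains of mice labelled as human TfR knock-in were profiled in 11 libraries, 1 per mouse. The mice had received 4 weekly intravenous doses, and tissue was taken 72 h after the last. OTV:Malat1, dosed at 60 mg/kg, is an ASO against the nuclear long non-coding RNA Malat1 carried by a molecule that binds the TfR (n = 3). The conjugate nonTV:Malat1, also at 60 mg/kg, carries the ASO on a molecule without TfR binding (n = 3). Malat1 ASO is the free oligonucleotide at 2.5 mg/kg (n = 2), and ATV:BACE1, at 57 mg/kg per its label, binds the TfR and carries no ASO (n = 3). The 110304 nuclei had a median of 2859 UMIs. Library totals were 41735849, 35234936 and 33957245 UMIs in ATV:BACE1 replicates 1, 4 and 5, and 38588299, 33235994 and 34101557 in the same replicates of nonTV:Malat1. They were 43972886, 33301054 and 38585709 in OTV:Malat1 replicates 1, 4 and 5, and 37553928 and 38426155 in Malat1 ASO replicates 1 and 5. Nuclei per library ranged from 7546 to 13840, and median UMIs per nucleus from 2205 to 3666.

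Malat1 took 6.96% of all UMIs, and the next most abundant gene took 0.680%. In ATV:BACE1 replicates 1, 4 and 5 its share of UMIs was 7.45%, 7.54% and 8.38%, a mean of 7.79% ± 0.515 (SD, n = 3). The shares in nonTV:Malat1 were 7.49%, 7.61% and 8.39%, a mean of 7.83% ± 0.489 (SD, n = 3). In OTV:Malat1 they were 4.95%, 4.00% and 5.03%, a mean of 4.66% ± 0.571 (SD, n = 3), which was 59.8% of the control mean. The 2 Malat1 ASO libraries had 7.87% and 8.15%, a mean of 8.01% ± 0.194 (SD, n = 2). In TMM-normalised CPM (UMIs scaled to a common library total), the group means were 78879 ± 6216 for ATV:BACE1 and 78133 ± 3410 for nonTV:Malat1 (SD, n = 3). They were 45732 ± 4991 for OTV:Malat1 (SD, n = 3) and 81030 ± 1937 for Malat1 ASO (SD, n = 2).

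**Figure D1:**
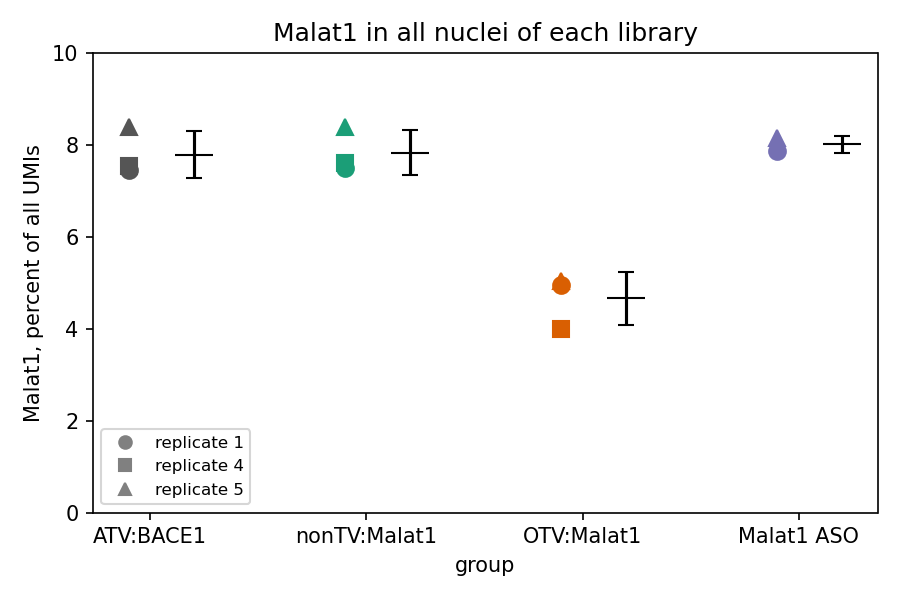
Malat1 as percent of all UMIs (vertical axis) in each of the 11 libraries (symbols, shaped by replicate), with the mean (wide line) and SD (bar) of each group beside them. The 3 OTV:Malat1 libraries lie between 4.00% and 5.03%, below the 8 libraries of the other groups, which lie between 7.45% and 8.39%.

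Whether the TfR-binding conjugate lowered its target was asked against ATV:BACE1. The log2 change of Malat1 in OTV:Malat1 was -0.79 (SE 0.136), and the 3 libraries of 1 group did not overlap those of the other. Adjusted over the list alone (5 tests) this gave 0.000292 in edgeR, but over all 21409 genes the adjusted p was 1.00. With a replicate block the values were -0.79, 8.15e-05 over the list alone and 0.297 over all genes. The alternative that moved the change most, the mean of each nucleus' own Malat1 share, gave -0.89 with limma. DESeq2 on the same counts gave -0.80 with an adjusted p of 3.87e-09 over all genes, so the call over all genes differed between the tools. Within batches, as log2 ratios of the shares of UMIs, the change was -0.59 in replicate 1, -0.91 in replicate 4 and -0.74 in replicate 5. The exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow.

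The remaining contrasts in all nuclei asked what the conjugate without TfR binding and the free ASO did, and how OTV:Malat1 compared with each. The log2 change was -0.014 (SE 0.135) in nonTV:Malat1 and 0.037 (SE 0.151) in Malat1 ASO against ATV:BACE1, with a value of 0.922 for both adjusted over the list alone. Within batches it was 0.0080, 0.013 and 0.0013 for nonTV:Malat1 in replicates 1, 4 and 5, and 0.080 and -0.041 for Malat1 ASO in replicates 1 and 5. OTV:Malat1 was lower than nonTV:Malat1 by a log2 change of -0.77 (SE 0.136) and lower than Malat1 ASO by -0.83 (SE 0.149). Both gave 0.000292 adjusted over the list alone, 1.00 over all genes in edgeR, and 1.18e-08 and 1.45e-07 over all genes in DESeq2. With a replicate block the edgeR values over all genes were 0.698 and 0.993.

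The deposited annotation named 10 classes. Neurons made up 69.1% of nuclei, oligodendrocytes 13.0% and astrocytes 11.5%. Leptomeningeal cells made up 1.69%, glia 1.38%, microglia 1.07%, vascular endothelium 1.00%, pericytes 0.843%, vascular smooth muscle 0.299% and perivascular macrophages 0.113%. Median depth was 3926 UMIs in neurons, 1402 in astrocytes, 947 in oligodendrocytes, 960.5 in vascular endothelium and 883 in microglia. The class named glia was led by choroid plexus and ependymal genes, with Ttr at 3724 CPM. The class named pericytes carried endothelial genes at levels near those of vascular endothelium: Flt1 was 4281 and 5558 CPM, and Cldn5 was 2178 and 2390 CPM. It also carried pericyte genes above vascular endothelium, with Vtn at 2529 against 185 CPM and Pdgfrb at 564 against 49.7 CPM. Rgs5 was closer, at 1658 against 998 CPM. Pdgfrb (998 CPM), Abcc9 (775 CPM) and Atp13a5 (2878 CPM) were highest in the class named vascular smooth muscle. Class names below are those of the annotation. Ttr was also present at 355 to 1762 CPM in the other classes.

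Malat1 was lower in OTV:Malat1 than in ATV:BACE1 in 8 of the 8 classes tested, with no overlap between the libraries of the groups in any. In edgeR the change was called over all genes in 3 classes and, adjusted over the list alone (42 tests), in 7. In oligodendrocytes the share of UMIs went from 9.04% ± 0.703 (SD, n = 3) to 1.80% ± 0.260 (SD, n = 3), 19.9% of control. The log2 change was -2.44 (SE 0.197), with an adjusted p of 2.87e-06 over all genes. Leaving out nuclei under 1000 UMIs gave -2.00002 (adjusted p 0.00108). The authors' cluster that holds 90.7% of this class, a grouping chosen after seeing the data, gave -3.27 (SE 0.195). In vascular endothelium it went from 6.24% ± 0.378 to 1.83% ± 0.384 (SD, n = 3 each), a log2 change of -1.84 (SE 0.179) with an adjusted p of 2.83e-07. In microglia it went from 5.52% ± 0.749 to 2.97% ± 0.181 (SD, n = 3 each), a log2 change of -0.93 (SE 0.131) with an adjusted p of 0.00188. The microglia call was lost without OTV:Malat1 replicate 1 (adjusted p 0.118). Astrocytes went from 10.1% ± 1.16 to 3.66% ± 0.358 (SD, n = 3 each), a log2 change of -1.56 that gave 9.16e-05 over the list alone and 0.368 over all genes.

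Malat1 in pericytes changed by -0.81 on the log2 scale between OTV:Malat1 and ATV:BACE1 (6.64e-05 over the list alone, 0.0897 over all genes). The pericyte value over all genes passed 0.05 without OTV:Malat1 replicate 5 (0.00308), without Malat1 ASO replicate 1 (0.0370) and without Malat1 ASO replicate 5 (0.0252). Neurons changed by -0.70 (0.00069 over the list alone, 1.00 over all genes), and their share of UMIs went from 7.62% ± 0.542 to 4.83% ± 0.590 (SD, n = 3 each). In the authors' clusters led by neurons, a grouping chosen after seeing the data, the change ran from -0.39 (cluster 2) to -1.12 (cluster 9). Over all genes cluster 9 (1.34e-05) and cluster 5 (0.0155, 71.5% neurons) were called without a block. Clusters 0, 1 and 2 were not. With a replicate block clusters 0 (0.00122) and 1 (0.0148) were called over all genes as well, and cluster 2 was not (0.233). Leptomeningeal cells changed by -0.33 (0.0189 over the list alone) and glia by -0.51 (0.0510 over the list alone). Both falls were smaller than that of all nuclei (-0.79), so free RNA from other nuclei may account for some of them. With a replicate block the change was called over all genes in 6 classes: astrocytes (3.59e-07), pericytes (0.00376) and neurons (0.0476) joined the first 3. The block also gave 8 classes adjusted over the list alone. DESeq2 called 6 classes over all genes as well.

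**Figure D2:**
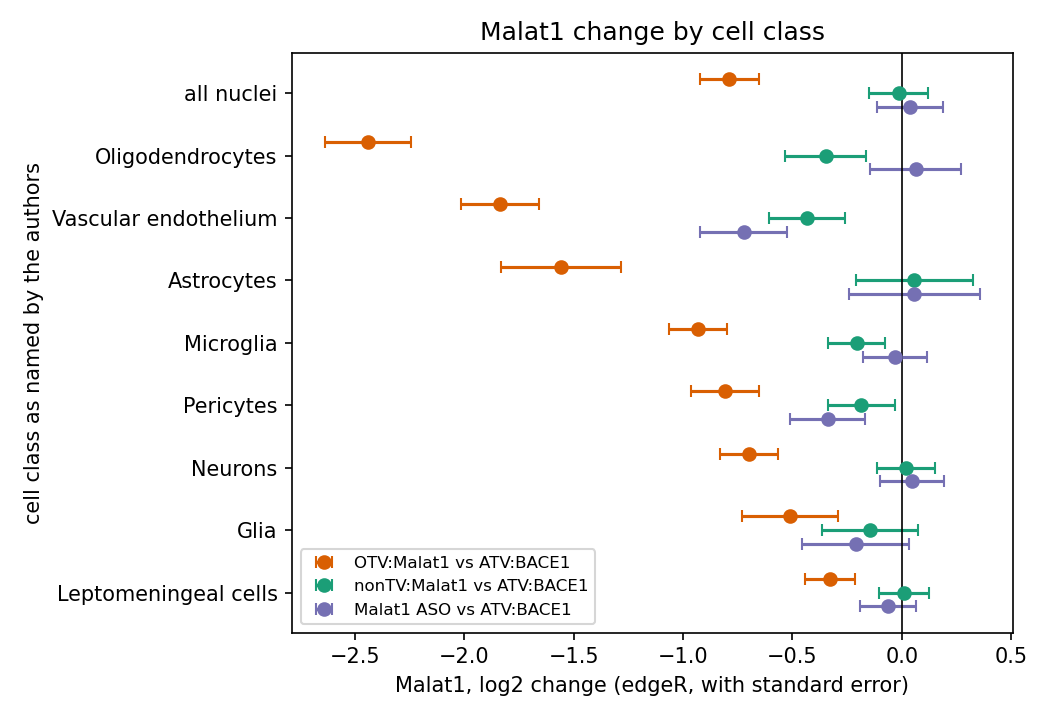
Log2 change of Malat1 against ATV:BACE1 (points, edgeR) with its standard error (bars) in all nuclei and in 8 classes, for OTV:Malat1, nonTV:Malat1 and Malat1 ASO. The OTV:Malat1 change runs from -2.44 in oligodendrocytes to -0.33 in leptomeningeal cells, and vascular endothelium is lower in nonTV:Malat1 (-0.43) and Malat1 ASO (-0.72) as well.

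In nonTV:Malat1, Malat1 was called in 0 of 8 classes over all genes and in 1 class over the list alone. This was vascular endothelium, at -0.43 on the log2 scale (SE 0.174, 0.0356 over the list alone), where the share of UMIs was 75.7% of control. The blocked fit gave -0.44, with 0.000852 over the list alone and 0.286 over all genes. The unblocked call depended on single libraries: over the list alone no class was called, a count of 0, without ATV:BACE1 replicate 5, nonTV:Malat1 replicate 1 or 4, or OTV:Malat1 replicate 1. Leaving out called doublets, which was chosen after seeing the data, also gave 0. Oligodendrocytes were at 80.1% of control (-0.35, SE 0.187), which gave 0.126 over the list alone and 0.00567 with a replicate block. In Malat1 ASO, vascular endothelium was again the 1 class called over the list alone, at -0.72 (SE 0.198) with 0.00256 and 62.5% of control. Over all genes its adjusted p was 0.325 without and 0.00109 with a block. Pericytes of Malat1 ASO were at 80.0% of control (-0.34, SE 0.173), with 0.101 over the list alone and 0.0256 with a block. Without OTV:Malat1 replicate 4 or replicate 5, 2 classes were called over the list alone in Malat1 ASO. Malat1 in oligodendrocytes, astrocytes and neurons of Malat1 ASO changed by 0.063, 0.057 and 0.046.

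Against nonTV:Malat1, Malat1 in OTV:Malat1 was lower in 9 of 9 classes, called in 2 over all genes and in 7 over the list alone. The 2 were oligodendrocytes (-2.09, adjusted p 2.83e-05) and vascular endothelium (-1.40, adjusted p 6.04e-05). Microglia (-0.73) missed the threshold over all genes at 0.0591 and passed it with a replicate block at 4.60e-06. They also passed without ATV:BACE1 replicate 1 (0.0239), OTV:Malat1 replicate 5 (0.0275) or nonTV:Malat1 replicate 1 (0.0178). Against Malat1 ASO it was lower in 9 of 9 classes, called in 3 over all genes and in 6 over the list alone. The 3 were oligodendrocytes (-2.50, adjusted p 5.14e-06), vascular endothelium (-1.12, adjusted p 0.0138) and microglia (-0.90, adjusted p 0.0111). The endothelial call was lost without Malat1 ASO replicate 5 (0.146), OTV:Malat1 replicate 1 (0.131) or 4 (0.0820), or nonTV:Malat1 replicate 1 (0.0506). The microglial call was lost without Malat1 ASO replicate 1 (0.104) or 5 (1.00), OTV:Malat1 replicate 1 (0.398) or 4 (0.112), or nonTV:Malat1 replicate 4 (0.0560). Vascular smooth muscle, where ATV:BACE1 had 1 library with enough nuclei, changed by -0.11 and -0.12 in these contrasts. The name of this class is uncertain, with a median prediction score of 0.545 and the pericyte genes given above.

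The size of the change between OTV:Malat1 and ATV:BACE1 was tested for a difference between classes, each class relative to the mean of 8 classes. In limma 8 of 8 classes differed from that mean at an adjusted p under 0.05. Centring on the same 8 classes ties these values, since falls beyond the mean in some classes must be offset in others. The 8 calls are thus not separate findings. Oligodendrocytes fell further by -1.30 on the log2 scale (SE 0.0780, adjusted p 3.57e-11), vascular endothelium by -0.68 (2.93e-06) and astrocytes by -0.41 (0.000169). Neurons fell less, at 0.43 (5.63e-06), as did leptomeningeal cells at 0.78 (5.47e-08) and glia at 0.64 (1.72e-06). Microglia were at 0.22 (0.0168) and pericytes at 0.32 (0.00115). Leaving out nuclei under 1000 UMIs moved the values most, to -0.94 in oligodendrocytes (adjusted p 0.000152), and the microglial difference was then no longer called (0.20, adjusted p 0.0759).

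Whether the decrease was spread over the nuclei of a class was described after thinning nuclei to 1000 UMIs, with shallower nuclei left out. This removed 60.4% of oligodendrocytes, 67.3% of microglia, 56.5% of vascular endothelium, 44.7% of leptomeningeal cells and 28.7% of astrocytes in ATV:BACE1. In OTV:Malat1 it removed 54.6%, 54.8%, 50.2%, 31.7% and 24.4% of the same classes, and in both groups at most 4.88% of neurons and of glia and 23.8% of pericytes. The shares below are thus of the deeper nuclei. Nuclei at or under the control's 5th percentile of Malat1 made up 6.72% ± 4.21 of ATV:BACE1 nuclei and 62.6% ± 7.19 of OTV:Malat1 nuclei as the mean over 8 classes (SD, n = 3 each). The difference was 55.9 percentage points, with an exact permutation p of 0.1, the smallest possible. Thinning to 500 UMIs moved it most, to 49.6 points, and the unthinned means were 6.36% and 59.4%. Low nuclei made up 91.7% of the oligodendrocytes kept, 92.0% of vascular endothelium and 90.1% of astrocytes in OTV:Malat1. In the same group they made up 70.3% of microglia and of pericytes, 34.0% of glia, 30.0% of neurons and 22.6% of leptomeningeal cells. The ATV:BACE1 share was 4.63% to 6.54% in 7 classes, but 13.9% ± 14.6 (SD, n = 3) in microglia, from 0% to 29.2% over libraries with 24 to 32 microglia kept. In nonTV:Malat1 the share was 38.4% of vascular endothelium, 28.6% of oligodendrocytes, 20.1% of glia, 19.7% of pericytes, 14.0% of microglia, 9.31% of leptomeningeal cells, 5.70% of neurons and 5.62% of astrocytes. In Malat1 ASO it was 65.2% of vascular endothelium, 42.6% of pericytes, 27.6% of glia, 10.2% of microglia (1 library), 7.76% of leptomeningeal cells, 5.40% of neurons, 4.85% of astrocytes and 4.25% of oligodendrocytes. The median thinned count of Malat1 in oligodendrocytes was 86 of 1000 UMIs in ATV:BACE1 and 9 in OTV:Malat1, and in neurons it was 72 and 46.

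**Figure D3:**
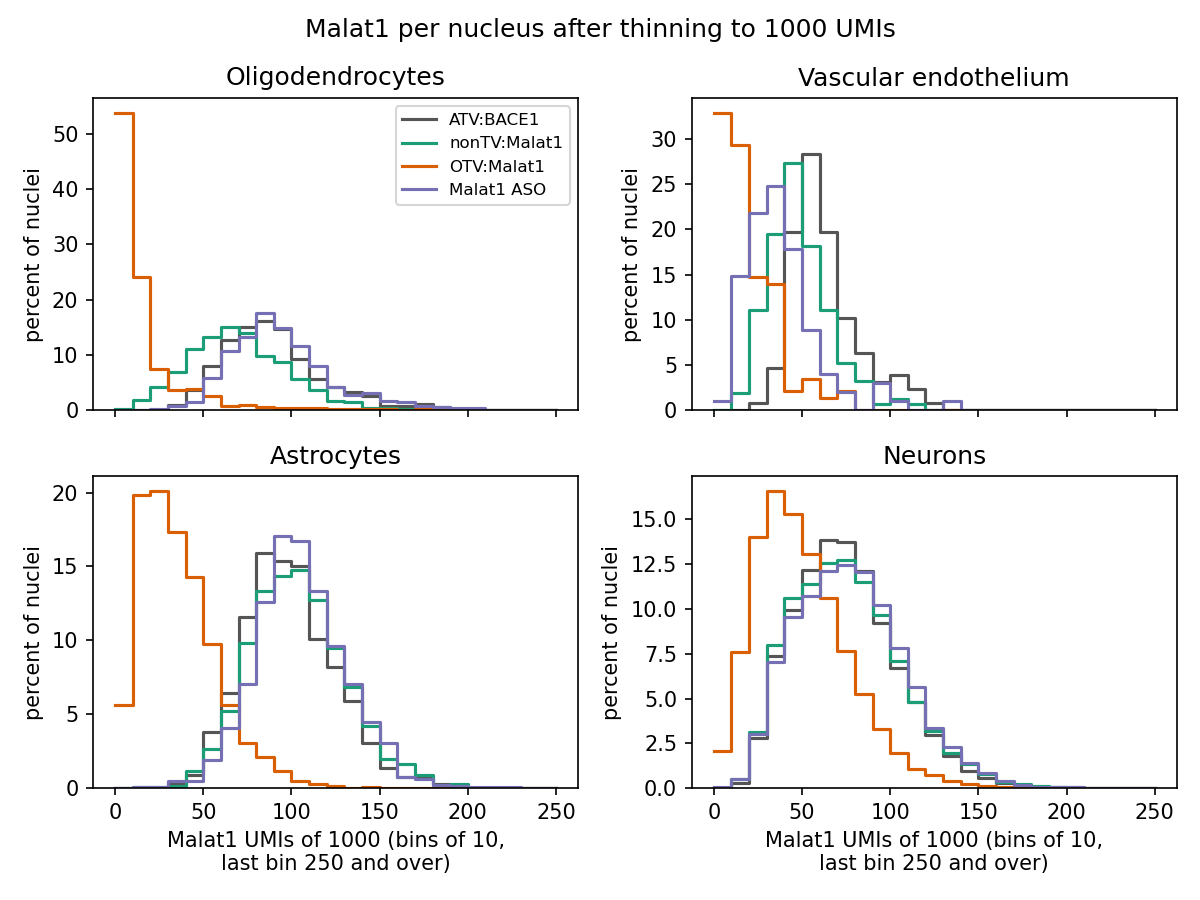
Percent of nuclei (vertical axis) by Malat1 UMIs after thinning to 1000 UMIs, shallower nuclei left out (horizontal axis, bins of 10), with 1 line per dosing group, in oligodendrocytes, vascular endothelium, astrocytes and neurons. In oligodendrocytes the OTV:Malat1 median is 9 against 86 in ATV:BACE1, and in neurons it is 46 against 72.

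Genes other than Malat1 were sought in every contrast. In all nuclei edgeR called 0 genes in each of the 5 contrasts. At an unadjusted p under 0.05 there were 161 genes for OTV:Malat1, 193 for nonTV:Malat1 and 375 for Malat1 ASO against ATV:BACE1. There were 164 for OTV:Malat1 against nonTV:Malat1 and 133 against Malat1 ASO. These counts were 0.621% to 1.75% of the genes tested, less than chance gives at that threshold. DESeq2 called 1, 0, 2, 1 and 2 genes in the same order, Malat1 included. Without Malat1 these were 0, 0, 2, 0 and 1. With a replicate block edgeR called 0 genes except for 4 in Malat1 ASO against ATV:BACE1. These, chosen after their values were seen, were Gm47423 (0.76, adjusted p 0.00948), Homer1 (0.70, 0.0159), 1700016P03Rik (1.01, 0.0223) and B230217C12Rik (-0.63, 0.0159). DESeq2 with a replicate block, an alternative chosen after seeing the data, called 4, 1, 35, 1 and 2 genes. Malat1 was among them in the contrasts of OTV:Malat1.

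Summed over the classes, edgeR called 4 genes for OTV:Malat1 against ATV:BACE1. They were Malat1 in 3 classes and Wdr17 in vascular endothelium, named after its values were seen (-1.96, SE 0.386, adjusted p 0.04997). Wdr17 was called with a replicate block (0.0244) but not by DESeq2, with total counts or without called doublets. It was also lost without ATV:BACE1 replicate 1 or 4, nonTV:Malat1 replicate 4 or 5, or any 1 of the 3 OTV:Malat1 libraries. The other contrasts gave 0 genes for nonTV:Malat1 and 0 for Malat1 ASO against ATV:BACE1, 2 against nonTV:Malat1 and 3 against Malat1 ASO, and those 2 and 3 were Malat1. The 0 of nonTV:Malat1 stood beside 1595 of 77917 gene tests at an unadjusted p under 0.05. That of Malat1 ASO stood beside 2030 of 77917. Both are fewer than chance gives at that threshold. DESeq2 called 0 and 1 genes in these contrasts. A replicate block raised the 5 counts of called genes to 10, 20, 38, 19 and 14, and no filter on low counts gave 23, 58, 33, 25 and 27. Malat1 made up 6, 0, 1, 6 and 4 of the counts with a block. It made up 3, 0, 0, 3 and 3 of those without a filter. With nonTV:Malat1 replicate 5 left out, nonTV:Malat1 against ATV:BACE1 gave 21 genes, and without ATV:BACE1 replicate 1 it gave 6. The rule for named genes yielded no gene other than Malat1.

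Of 3 fixed gene lists in all nuclei, 6 genes near Malat1, 8 genes of the receptor, the antibody target and iron handling, and 13 genes of glial reactivity were tested. In edgeR 0 were called over all genes and 0 adjusted over the list alone in any of the 5 contrasts, and the same counts came from a replicate block and from DESeq2. At an unadjusted p under 0.05 the edgeR counts over the 5 contrasts were 1, 0 and 0 gene tests for the lists in that order. For OTV:Malat1 against ATV:BACE1 the log2 changes ranged from -0.097 to 0.27 near Malat1, from -0.067 to 0.11 in the receptor list and from -0.54 to 0.41 in the glial list. The smallest value adjusted over a list alone was 0.0644, near Malat1 for nonTV:Malat1 against ATV:BACE1 (0.0503 with a replicate block). The lists were tested only in all nuclei, of which astrocytes made up 11.5% and microglia 1.07%. A change confined to such classes could go unseen, so the counts of 0 do not exclude a glial response.

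The share of nuclei in each class was compared to see whether recovery differed between groups. Neurons made up 70.7% ± 4.29 of nuclei in ATV:BACE1, 66.3% ± 5.45 in nonTV:Malat1 and 69.6% ± 9.85 in OTV:Malat1 (SD, n = 3 each), and 67.1% ± 6.71 in Malat1 ASO (SD, n = 2). In edgeR 0 of 10 classes were called in any of the 5 contrasts, and 0 had an unadjusted p under 0.05. The smallest adjusted p was 0.667, or 0.451 with a replicate block, and limma on logit shares also called 0.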

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

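The tests of depth, called doublets, free RNA and mixed class names in this part were chosen only after the result was seen, and the other tests before.

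The change of Malat1 in OTV:Malat1 against ATV:BACE1 differed between cell classes by a test of the difference itself, with limma on values centred within each library. Relative to the mean of 8 classes the log2 change was -1.30 in oligodendrocytes, -0.68 in vascular endothelium and -0.41 in astrocytes. It was 0.22 in microglia, 0.32 in pericytes, 0.43 in neurons, 0.64 in glia and 0.78 in leptomeningeal cells. Leaving out any 1 of the 6 libraries of the 2 groups kept 8 of 8 classes called. The centring ties the 8 values to each other, so the calls are not separate findings.

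Technical explanations were tested first. Depth differs between the 8 classes compared, from a median of 883 UMIs in microglia to 3926 in neurons. After thinning to 500 UMIs, which kept all but 3 nuclei, the oligodendrocyte change relative to the mean of classes was still -1.68 (SE 0.0529). Thinning to 1000 UMIs gave -1.19 (SE 0.295) in the nuclei at least that deep, which were 1586 of 4001 oligodendrocytes in ATV:BACE1 and 1820 of 4010 in OTV:Malat1. The summed counts of these deeper nuclei gave -0.87 (SE 0.216), or -0.94 with limma. The difference thus stayed at equal depth, while its size moved with the nuclei used and the way they were counted. With called doublets left out it was -1.36 (SE 0.0364). Free RNA moves every class toward the change of all nuclei, and the oligodendrocyte change exceeded that of all nuclei by -1.65 on the log2 scale (SE 0.239), which free RNA cannot produce. How far free RNA narrowed the differences, and where it made a class look less or more changed, was not measured. Class names that mix cell types would make the oligodendrocyte change smaller in the authors' cluster of these nuclei, if they were its cause. That cluster holds 90.7% of oligodendrocytes, which are 97.4% of its nuclei, and changed by -3.27 (SE 0.195) against -2.44 (SE 0.197) for the class, so mixed names did not produce the larger oligodendrocyte change. Nuclei named oligodendrocytes in the cluster went from 9.11% of UMIs in ATV:BACE1 to 1.03% in OTV:Malat1, and those in other clusters from 8.66% to 4.85%, so the class value depends on which nuclei bear the name. For other classes mixed names remain a possible contribution. The range of the Malat1 change was 2.88 over the 10 clusters and 2.11 over the 8 classes, but 1 cluster holds 87.3% of leptomeningeal cells, 97.9% of vascular endothelium and 96.6% of pericytes, so the range does not settle it. The names glia and pericytes remain uncertain. The first holds choroid plexus and ependymal nuclei. The second carries endothelial genes beside pericyte genes such as Vtn (2529 CPM, against 185 CPM in vascular endothelium). The name vascular smooth muscle, outside these 8 classes, is uncertain too. That class exceeded pericytes in Pdgfrb (998 against 564 CPM) and Atp13a5 (2878 against 1085 CPM), beside smooth muscle genes such as Acta2 (462 CPM).

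Biological explanations could be weighed only across the 8 classes, which come from the same libraries and are not independent replicates. A candidate explanation is the level of the transferrin receptor gene of the class, Tfrc, which counts the mouse gene symbol and may count the knock-in allele only in part. Its control level ran from 310 CPM in vascular endothelium to 15.3 CPM in leptomeningeal cells, and Spearman's rho with the change was -0.452 (exact permutation p 0.267, adjusted over 3 relations 0.401). Pearson's r was -0.204 (permutation p 0.642), and -0.138 without the 2 farthest classes, so the relation was not shown and stays open at 8 classes. A second candidate is Rnaseh1, which encodes a nuclease that acts on ASO-bound RNA. Its level ran from 28.8 CPM in microglia to 6.73 CPM in leptomeningeal cells, with rho -0.786 (exact permutation p 0.0279, adjusted 0.0838). Pearson's r was -0.515 (permutation p 0.195, adjusted 0.586), and -0.910 without microglia and leptomeningeal cells. The relation thus failed the correction. Another candidate, the Malat1 level of the class in the control, gave rho -0.0476 (exact permutation p 0.935, adjusted 0.935) and r -0.128 (permutation p 0.765), or 0.0897 without the 2 farthest. ASO uptake, nuclear delivery and RNA turnover of the classes were not measured, and no cause was shown.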

How the results depend on the processing

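The alternatives with called doublets left out, the authors' clusters in place of class names and DESeq2 with a replicate block were chosen after seeing the data, as were their tests. Apart from leaving out libraries, 1007 values were recomputed: 881 kept their direction and side of the threshold or stayed within their spread, 8 weakened, 35 strengthened, 78 moved and 5 reversed. Of 1164 values with 1 library left out, 1086 stayed, 10 weakened, 6 strengthened, 45 moved and 17 reversed. In every one of these settings Malat1 was lower in OTV:Malat1 than in ATV:BACE1 in all nuclei, from -0.89 to -0.74 over the 11 alternatives and from -0.85 to -0.70 with 1 library left out. The 3 contrasts called over the list alone stayed 3 in all 10 alternatives and with any 1 library left out. The gene lists, for which some alternatives were also chosen after seeing the data, gave 0 calls in 9 of their 10 alternatives and with any 1 library left out. With sex as a term 1 gene near Malat1, Slc25a45, was called over the list alone in nonTV:Malat1 against ATV:BACE1 (0.56, 0.0482). Nuclei per class gave 0 calls with limma on logit shares, a replicate block, TMM over classes, nuclei under 1000 UMIs left out, the authors' clusters and any 1 library left out. Except where a setting removes samples or genes by construction, the cause was not tested for any change given here.

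DESeq2 called Malat1 in all nuclei over all genes at -0.80, -0.78 and -0.83 (OTV:Malat1 against ATV:BACE1, nonTV:Malat1 and Malat1 ASO, the order used throughout), and with a replicate block at -0.80, -0.78 and -0.81. The mean of each nucleus' own share gave -0.89, -0.86 and -0.93. DESeq2 also called it in astrocytes (-1.56, -1.62 and -1.62), in neurons (-0.70, -0.71 and -0.75) and in pericytes against ATV:BACE1 (-0.81), and lost microglia against Malat1 ASO (-0.90). Adjusted p for Malat1 in all nuclei against ATV:BACE1 ranged from 1.41e-16 to 1.00 over the alternatives. A replicate block in edgeR called astrocytes (-1.55, -1.61 and -1.64), neurons (-0.70 and -0.72 in the first 2 contrasts), pericytes (-0.83 and -0.64), microglia against nonTV:Malat1 (-0.71) and vascular endothelium of Malat1 ASO (-0.81). The block changed no other Malat1 call over all genes.

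Total counts without TMM called astrocytes (-1.47, -1.52 and -1.51) and microglia against nonTV:Malat1 (-0.70), and nonTV:Malat1 in all nuclei reversed to 0.0072. Without a filter on low counts astrocytes were called (-1.55, -1.62 and -1.61) and microglia lost their call against ATV:BACE1 (-0.93) and Malat1 ASO (-0.98). In that setting microglia of Malat1 ASO reversed to 0.044 and vascular smooth muscle against nonTV:Malat1 to 0.088. Leaving out nuclei under 1000 UMIs lost microglia against ATV:BACE1 (-1.09, and 0.20 relative to the mean of classes) and gained pericytes (-0.90). A fit of only the 2 groups, which has fewer libraries for the spread, lost microglia against ATV:BACE1 and Malat1 ASO (-0.92 and -0.90) and vascular endothelium against Malat1 ASO (-1.12). Sex as a term gained microglia against nonTV:Malat1 (-0.71) and reversed microglia of Malat1 ASO to 0.021. Leaving out called doublets gained microglia against nonTV:Malat1 (-0.76) and reversed leptomeningeal cells of nonTV:Malat1 to -0.0013. Low-Malat1 shares at 500 UMIs moved to 79.5 percentage points in astrocytes, 17.1 in glia, 49.2 in pericytes and 78.1 in vascular endothelium.

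Called genes are counted here with Malat1 included. The order is OTV:Malat1, nonTV:Malat1 and Malat1 ASO against ATV:BACE1, then OTV:Malat1 against nonTV:Malat1 and Malat1 ASO. In all nuclei the counts were 1, 0, 2, 1 and 2 with DESeq2. They were 4, 1, 35, 1 and 2 with DESeq2 and a block, 4 with a replicate block in Malat1 ASO and 1 with sex as a term in Malat1 ASO. Over the classes they were 23, 58, 33, 25 and 27 without a filter, which tests more genes, and 10, 20, 38, 19 and 14 with a replicate block. Only the 2 groups gave 7, 4 and 8 (contrasts 1, 3 and 5), and sex as a term gave 5, 11, 4 and 5 (contrasts 2 to 5). DESeq2 gave 1 and 4 in contrasts 3 and 4, leaving out doublets 1 and 4 in the same contrasts, and total counts 4 in contrast 4. Classes with Malat1 called lower over all genes were 6 in contrast 1 with DESeq2 and 6 with a block, against 3. They were 1 in contrast 3 with a block, against 0, and 1 in contrast 5 with only the 2 groups, against 3. In contrast 4 they were 4 with DESeq2, 4 with total counts, 6 with a block and 4 with clusters, against 2. Over the list alone, nonTV:Malat1 had 2 classes with DESeq2, total counts or a block and 0 without a filter, without doublets or with clusters, against 1. Malat1 ASO had 2 with a block or only the 2 groups and 0 with clusters, against 1.

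With 1 library left out, changes near 0 crossed it. In all nuclei nonTV:Malat1 ranged from -0.080 to 0.021 (above 0 without ATV:BACE1 replicate 4 or 5 or nonTV:Malat1 replicate 1) and Malat1 ASO from -0.029 to 0.071 (below 0 without ATV:BACE1 replicate 1). For nonTV:Malat1 the range was -0.033 to 0.054 in neurons, -0.066 to 0.15 in astrocytes and -0.066 to 0.076 in leptomeningeal cells. For Malat1 ASO it was -0.0066 to 0.081 in neurons, -0.021 to 0.14 in oligodendrocytes, -0.065 to 0.15 in astrocytes, -0.13 to 0.020 in leptomeningeal cells and -0.15 to 0.061 in microglia. These values changed sign without ATV:BACE1 replicate 1, except that microglia did so without ATV:BACE1 replicate 5 or Malat1 ASO replicate 1 and leptomeningeal cells of Malat1 ASO without its replicate 5. Sign changes also came without nonTV:Malat1 replicate 5 in neurons and leptomeningeal cells of nonTV:Malat1, without ATV:BACE1 replicate 4 in the latter, and without Malat1 ASO replicate 1 in astrocytes. Microglia, whose calls changed with the libraries named in the report, ranged from -1.05 to -0.85 against ATV:BACE1, -0.84 to -0.63 against nonTV:Malat1 and -1.002 to -0.81 against Malat1 ASO. Pericytes ranged from -0.98 to -0.65 against ATV:BACE1 and vascular endothelium from -1.27 to -0.96 against Malat1 ASO. Low-Malat1 shares ranged from 82.0 to 87.5 points in astrocytes and from 20.8 to 31.2 in glia.

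Genes called over the classes with 1 library left out ranged from 2 to 8 in contrast 1: 2 without OTV:Malat1 replicate 1 and 8 without either Malat1 ASO library. In contrast 2 they ranged from 0 to 21, with 21 without nonTV:Malat1 replicate 5 and 6 without ATV:BACE1 replicate 1. In contrast 3 they ranged from 0 to 2, with 2 without either Malat1 ASO library and 1 without ATV:BACE1 replicate 1 or 5, nonTV:Malat1 replicate 1 or OTV:Malat1 replicate 1. In contrast 4 they ranged from 2 to 9, with 9 without nonTV:Malat1 replicate 5, 5 without OTV:Malat1 replicate 4, and 4 without nonTV:Malat1 replicate 1 or either Malat1 ASO library. In contrast 5 they ranged from 1 to 14, with 14 without Malat1 ASO replicate 1, 8 without OTV:Malat1 replicate 1, 5 without ATV:BACE1 replicate 5 and 1 without OTV:Malat1 replicate 4. Classes with Malat1 called lower over all genes in contrast 5 ranged from 1 to 3, with 1 without OTV:Malat1 replicate 1 or 4 or Malat1 ASO replicate 5. Over the list alone they ranged from 0 to 1 in nonTV:Malat1 and from 1 to 2 in Malat1 ASO, with the libraries named in the report. Leaving out a Malat1 ASO library leaves that arm with 1, which edgeR's pooled spread assumes to vary like the others. Numbers of nuclei limit the smallest classes: vascular smooth muscle had enough nuclei in 8 libraries and perivascular macrophages in 1.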

Other observations

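The tests of activity-induced and corticosteroid-induced genes, of RNA from neurons, of the control libraries against the others and of choroid plexus against ependymal nuclei were chosen only after the results were seen, while the other tests in this part were chosen before.

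Technical explanations for lower Malat1 in OTV:Malat1 than in ATV:BACE1 were tested in all nuclei. After thinning to 1000 UMIs, with 15.0% of ATV:BACE1 and 14.1% of OTV:Malat1 nuclei too shallow and left out, the log2 difference was -0.79 (SE 0.134), so depth did not produce it. In 3 of 3 batches the OTV:Malat1 library lay below the ATV:BACE1 library, so a batch did not either. With every class given the same weight the difference was -1.09 (SE 0.124), so a shift in the classes recovered did not produce it. The presence of the ASO together with TfR binding is a candidate biological explanation, since it is what the design varies, and Malat1 fell by 0.77 on the log2 scale against nonTV:Malat1, which shares the ASO.

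Chance was weighed by other splits of the libraries. The 6 libraries of 2 groups make 10 splits, so a share under 0.05 is out of reach and splits alone cannot exclude chance for any count. Malat1 itself, whose adjusted p over all genes is given in the report, was called in 3 classes in the real split of OTV:Malat1 against ATV:BACE1 and in 2 against nonTV:Malat1, and in 0 classes in each other split of these libraries. In all nuclei every split gave as many genes as the real one, 10 of 10, in the 3 contrasts of 3 against 3 libraries, because the real count was 0. Over the classes, 1 of 10 splits gave as many genes as OTV:Malat1 against ATV:BACE1, the real one, and the other splits gave 0 to 3. Among the 4 splits that part all pairs of the same replicate number, 1 was as large. For nonTV:Malat1 against ATV:BACE1, 10 of 10 splits were as large because the real count was 0, and the others reached 7 genes. For OTV:Malat1 against nonTV:Malat1, where both genes called were Malat1, 6 of 10 splits were as large and the others reached 18 genes, none of them Malat1, but of the 4 that part all pairs 1 was as large. Of the other 5, 4 kept both replicate 1 libraries, female and of batch 1, on the same side and gave 6 to 18 genes. The remaining split kept both replicate 4 libraries together, and both replicate 5 libraries, and gave 3. Another split that kept the same libraries together gave 0. Splits that kept both replicate 1 libraries together gave 1, 0, 0 and 0 genes for OTV:Malat1 against ATV:BACE1. For nonTV:Malat1 against ATV:BACE1 such splits gave 4, 2, 0 and 5. With a replicate block the real split of OTV:Malat1 against nonTV:Malat1 gave 19 genes, of which 6 were Malat1.

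With a replicate block, Malat1 ASO against ATV:BACE1 gave 4 genes in all nuclei and 38 over the classes, 1 of them Malat1. Of the 38, 26 were higher. Among these, chosen after their values were seen, Zbtb16 was higher in leptomeningeal cells (1.65), vascular endothelium (2.21) and pericytes (2.23). Sgk1 was higher in oligodendrocytes (1.49), Fkbp5 in leptomeningeal cells (1.04) and Per1 in neurons (0.54). Sgk1 was also called in oligodendrocytes of OTV:Malat1 (1.08). These genes respond to corticosteroids, so a list of 12 other corticosteroid-induced genes, none of them called, was tested by fry in all nuclei. Of the 12 genes, 11 were higher in Malat1 ASO (median log2 0.35), with p 0.0565 and 0.424 adjusted over 9 list tests. In nonTV:Malat1 11 of 12 were higher (median 0.22, p 0.141) and in OTV:Malat1 8 of 12 (median 0.12, p 0.260). A response to corticosteroids may contribute, but the list test did not reach its threshold and leaves this open. The free ASO group has 2 libraries, and handling and time of day were not given.

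Homer1 and Pcsk1, among the genes called in Malat1 ASO neurons with a block, can be induced by neuronal activity, which may be a source of the calls. A list of 12 rapid activity-induced genes gave a fry p of 0.430, with 4 of 12 higher and a median of -0.26. A list of 10 slow activity-induced genes gave 0.868, with 4 of 10 higher and a median of -0.10. Neither list moved detectably, and members going both ways leave the explanation open. RNA from neurons in other classes was tested in the 13 genes other than Malat1 called with a block in microglia, vascular endothelium and pericytes, of which 3 (23.1%) were at least 4 times as high in neurons. Among all genes tested this share was 4.91%, 4.77% and 4.96% in these classes. Free neuronal RNA thus remains a possible explanation for some of the calls, with too few genes to decide.

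Gm47423, called in Malat1 ASO with a block, was lower in ATV:BACE1 than in every other group within each batch. Its CPM was 91.1, 77.7 and 84.4 in ATV:BACE1 replicates 1, 4 and 5, and 116, 118 and 104 in nonTV:Malat1. It was 124, 110 and 123 in OTV:Malat1, and 153 and 138 in Malat1 ASO replicates 1 and 5. The gene was noticed in the data and then tested. Against the mean of the other groups, with a replicate block, ATV:BACE1 gave 1 called gene, which was Gm47423 itself (-0.56, adjusted p 0.0125), and 1491 genes at an unadjusted p under 0.05. The same test gave 0 called genes for nonTV:Malat1, OTV:Malat1 and Malat1 ASO, with 1061, 442 and 1503 genes at an unadjusted p under 0.05. The 1 gene called is the one that raised the question, so the test says nothing about whether the control libraries stand apart. Genes at the lowest or highest place of every batch made up 5.11% in ATV:BACE1, 4.83% in nonTV:Malat1 and 2.18% in OTV:Malat1, where chance gives 4.17%. In Malat1 ASO, with 2 batches, they made up 16.5% against 12.5% by chance. The other 3 genes called in all nuclei also had ATV:BACE1 at 1 end within each batch. Homer1 was 281, 231 and 194 CPM in ATV:BACE1 replicates 1, 4 and 5, against 383, 290 and 213 in nonTV:Malat1 and 419, 280 and 251 in OTV:Malat1. 1700016P03Rik was 60.2, 23.2 and 41.4 CPM against 89.3, 40.9 and 44.8 and 87.9, 36.5 and 41.6. B230217C12Rik was highest in the control, at 24.8, 18.6 and 34.2 CPM against 20.2, 16.5 and 28.0 and 21.7, 16.3 and 28.1. These 4 genes were chosen by a difference from the same control libraries, so their place there shows no separate shift of the control, and no cause was shown.

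Low-Malat1 nuclei were more frequent in glia of Malat1 ASO (27.6%) than of ATV:BACE1 (6.52%). The class holds nuclei with choroid plexus genes and nuclei with ependymal genes, and the choroid plexus lies outside the blood-brain barrier. Nuclei were split by marker lists fixed before the test, but with Ttr left out of the choroid plexus list. The choroid plexus nuclei of Malat1 ASO had a mean within-batch log2 difference from ATV:BACE1 of -0.39. It was -0.40 and -0.38 in the 2 batches (123 against 174 nuclei). The ependymal nuclei had -0.12, with -0.24 and 0.0029 in the 2 batches (109 against 111 nuclei). In a linear model over the 11 libraries with a replicate block, choroid plexus nuclei of Malat1 ASO changed by -0.41 (SE 0.0642, adjusted p 0.00213 over the 3 groups) and ependymal nuclei by -0.11 (SE 0.108, adjusted 0.361). Without a block they changed by -0.35 (adjusted 0.114) and -0.069 (adjusted 0.668). With a block the difference between the 2 kinds of nuclei in Malat1 ASO was -0.30 (SE 0.104, p 0.0346, adjusted 0.104). Without a block it was -0.28 (p 0.0189, adjusted 0.0567). A larger fall in choroid plexus nuclei may contribute, but the difference failed the correction and stays open. In nonTV:Malat1 the values were -0.16 and -0.15, and in OTV:Malat1 -0.55 and -0.45, for choroid plexus and ependymal nuclei. The choroid plexus change of nonTV:Malat1 passed the threshold with a block (adjusted 0.0332) but not without (0.316). Its ependymal change passed in neither fit (0.262 and 0.484). Both OTV:Malat1 changes passed in both fits.

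Of 8542 genes with a mean log2 CPM over 4, 16 had a gap of at least 0.7 between neighbouring libraries, and 10 of these gaps followed the replicate number. Hace1 was among the other 6. Its CPM in neurons was 66.6, 161 and 137 in ATV:BACE1 replicates 1, 4 and 5, and 136, 150 and 141 in nonTV:Malat1. It was 136, 158 and 69.8 in OTV:Malat1, and 142 and 70.3 in Malat1 ASO replicates 1 and 5. Gm47283, called in 3 classes of Malat1 ASO with a block, had 38.9, 7.91 and 77.7 CPM in ATV:BACE1, 38.7, 77.7 and 52.0 in nonTV:Malat1, 110, 85.3 and 66.9 in OTV:Malat1, and 240.05 and 101 in Malat1 ASO. Ide in neurons of nonTV:Malat1 replicate 5 was 31.7 CPM and lay between 65.6 and 78.3 CPM in the other libraries. No explanation was tested for these values.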
